A study of Mus musculus with 12 samples. Its data were reported in "Hierarchical and stage-specific regulation of murine cardiomyocyte maturation by serum response factor" (2018).

How the data were processed

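RNA was measured in 12 samples of cardiomyocytes (CMs, the contractile cells of the heart) from mice, in 4 groups of 3 samples each. All animals carried a fluorescent reporter that Cre recombinase switches on, and received an adeno-associated virus that expresses Cre under the cardiac troponin T promoter. Knockout (KO) animals had both copies of Srf, the gene for serum response factor, flanked by loxP sites, and control (CTRL) animals had one such copy, so CTRL CMs kept an intact copy after Cre acted. In the neonatal model the virus was given at postnatal day (P) 1 and CMs were collected at P14. In the adult model it was given at P60 and CMs were collected at P90. Per the labels and the study's methods, fluorescent CMs were sorted by flow cytometry, cDNA was amplified with a kit for low RNA input (SMART-Seq v4), and libraries were made with Nextera XT and sequenced from one end on a NextSeq 500.

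The authors aligned the reads to the mouse genome build mm10 with STAR and counted them per gene with featureCounts, and they deposited the raw counts, not normalized, in 2 tables, one per stage. The versions of these tools, the strand setting and the treatment of reads that map to several places are not stated, so counts of overlapping genes and of near-identical gene copies are uncertain. Both tables list the same 23337 gene symbols with exon coordinates and total exon length. The number of genes on the mitochondrial chromosome in the tables was 0, and 25 gene names had been turned into dates (such as 6-Mar), which were left as they are. Total counts per sample ranged from 9740389 to 23103460. A floor of 3 counts corresponds to 0.308 CPM (counts scaled to the depth of the library) in the smallest library and 0.130 CPM in the largest. Reads carry no molecular identifiers and the cDNA was amplified, so this floor covers counting error only.

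Samples were grouped by their titles, which also give the replicate numbers. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each stage was fitted on its own 6 samples: genes were kept by filterByExpr, libraries were scaled by TMM factors, and KO was compared with CTRL by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, at an adjusted p-value under 0.05. The standard error of a log2 fold change was derived from the fold change and its F statistic. The authors used DESeq2 at the same threshold. Here edgeR was fixed as the test before the data were examined and DESeq2 was run beside it. The groupings, tests, most alternatives and the rule for named genes were also fixed before the data were examined. The stage by genotype interaction, which is the neonatal minus the adult KO effect, was tested in a fit of all 12 samples. CTRL P90 was compared with CTRL P14 in a fit of the 6 CTRL samples. Stage cannot be separated from any difference in handling or sequencing between the 2 tables. Nor can it be separated from the time between virus and collection, which was P1 to P14 in one model and P60 to P90 in the other. Per the study's methods the route also differed, subcutaneous in pups and intraperitoneal in adults.

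CPM values were computed from the deposited counts with the TMM-scaled library sizes, other than those in the comparison of Xist between stages, which were scaled to total counts. A myofibrillar isoform index was computed per sample as the mean over 4 gene pairs (Myh7/Myh6, Tnni1/Tnni3, Myl7/Myl2 and Myl4/Myl3) of log2(CPM + 1) of the immature minus the mature isoform, and groups were compared by an exact two-sided permutation test, which cannot go below p = 0.1 with 3 samples against 3. For the 6 gene sets, defined by gene symbol, camera in limma was run on log2 CPM (prior count 2, inter-gene correlation 0.01). Principal components were taken from log2 CPM of the 500 most variable genes. A list of genes that the study discusses was also counted; since it was drawn from these data, the count shows no independent stability. Genes named in the text are Srf, the genes that the study names in its text, and for each stage the 3 with the largest increase and the 3 with the largest decrease among genes with an adjusted p-value under 0.05, a mean of at least 5 CPM and no overlap between KO and CTRL samples. Marker genes of sex and of other cell types were also allowed as checks.

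The KO and CTRL samples share replicate numbers in their titles. Nothing states that same-numbered animals were littermates or were handled together, so the fit without a block is the main one and a fit with the replicate number as a block is given beside it. Sex is not given in the labels. A sample was taken to be from a male animal when its count over 4 Y-linked genes reached 100.

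The tests were run on simulated counts first, with 200 genes changed in each of 5 simulations per stage and with 2 designs for the spread of the simulated genes. The first design took each gene's own dispersion estimate. After its share of false calls had been seen, another design was added that draws dispersions around the fitted trend, which is closer to the model edgeR assumes, and both are given. Over 11808 simulated adult genes, the share of edgeR calls that were false was 7.27% in the first design and 5.73% in the added one, against 8.87% and 13.7% for DESeq2 and 9.83% and 5.45% for edgeR with the replicate block. Over 12546 simulated neonatal genes these shares were 6.84% and 4.46% for edgeR, 18.5% and 29.2% for DESeq2 and 9.01% and 5.83% for edgeR with the replicate block. Thus the main test exceeded the 5% it aims at in 3 of these 4 cases, and the adult difference between edgeR and DESeq2 was small in the first design. edgeR recovered 74.9% and 47.1% of the changed neonatal genes and 89.3% and 83.9% of the changed adult genes, against 81.8% and 72.5% (neonatal) and 88.4% and 87.4% (adult) for DESeq2, with 0 wrong signs. All simulated changes were 2- or 4-fold. The simulated genes were those kept by filterByExpr, whereas DESeq2 was run on the data without that filter (20702 neonatal and 19496 adult genes). No difference between same-numbered pairs was simulated. A share of false calls also depends on how many genes truly change, so these shares cannot be carried over to the lists from the data.

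Alternatives covered the scaling, the filter on low counts, the test, the replicate block, leaving out each sample, library depth, the sex of the animals, and corrections for gene length and GC content. GC content came from the longest transcript of each gene in GENCODE vM21, which was found for 98.9% of the 12841 genes tested. Figures were drawn with matplotlib 3.10.9. Gene ontology terms and upstream regulators were not analysed here.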

Results

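Sorted CMs were profiled from neonatal Srf KO and CTRL animals at P14 and from adult Srf KO and CTRL animals at P90, with 3 samples per group. Total counts were 16829857 to 21204212 in P14 CTRL, 16689997 to 18215520 in P14 KO, 9740389 to 21685078 in P90 CTRL and 12888456 to 23103460 in P90 KO. The 10 most abundant genes took between 13.8% and 19.1% of the counts of a sample. Y-linked genes were counted in P14 CTRL replicate 1, P14 KO replicate 3 and P90 CTRL replicate 3, and hardly at all in the other samples, so sex was mixed within groups and P90 KO had 0 samples with Y-linked counts.

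The targeted gene was examined first. Srf lies on chromosome 17 at 46546839 to 46556162 (mm10, minus strand), and its exons in the tables sum to 4093 bp. In neonatal CMs, Srf was 60.9 ± 7.56 CPM (SD, n = 3) in CTRL and 24.7 ± 12.6 CPM (SD, n = 3) in KO, and KO retained 40.6% of the CTRL mean. In adult CMs, it was 65.7 ± 10.3 CPM (SD, n = 3) in CTRL and 28.03 ± 2.48 CPM (SD, n = 3) in KO, or 42.6% of CTRL. All KO samples were below all CTRL samples at each stage. P14 KO replicate 3 had 10.5 CPM, whereas the other P14 KO samples had 34.4 and 29.2 CPM. The log2 fold change was -1.30 ± 0.36 (SE) in neonatal KO, with an adjusted p-value of 0.0628 by edgeR's quasi-likelihood test, so Srf itself did not pass the threshold there. With the replicate number as a block it was -1.44 with an adjusted p-value of 0.0220, and over 17 fits its adjusted p-value ranged from 0.00224 to 0.147. In adult KO the log2 fold change was -1.23 ± 0.13 (SE) with an adjusted p-value of 0.00347 by edgeR. The difference between the stages was -0.06 ± 0.42 (SE) on the log2 scale, with an adjusted p-value of 0.958 in edgeR's interaction test.

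**Figure D1:**
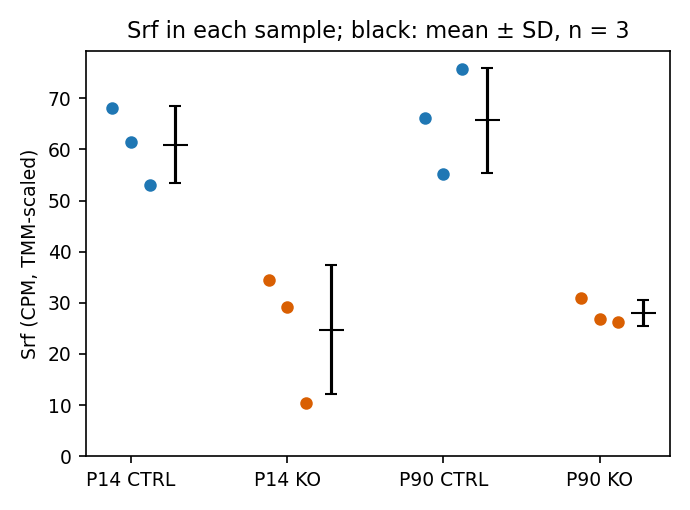
Srf in CPM (vertical axis, TMM-scaled) for each of the 12 samples, by group (horizontal axis), with the mean and SD of 3 samples beside the points. P14 KO samples sit between 10.5 and 34.4 CPM and P90 KO samples between 26.3 and 30.9 CPM, below the lowest CTRL sample of their stage.

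Principal component analysis was used to compare the samples as a whole. PC1 held 74.3% of the variance of the 500 most variable genes and separated P14 from P90. PC2 held 6.52%, and its lowest values were those of the samples with Y-linked counts, at -18.3 in P14 KO replicate 3, -15.5 in P90 CTRL replicate 3 and -7.37 in P14 CTRL replicate 1. Over all components, the centres of the KO and CTRL groups were 23.2 apart at P14, where samples lay on average 19.6 (CTRL) and 16.7 (KO) from their own centre. At P90 the centres were 15.6 apart, against 14.8 (CTRL) and 11.6 (KO) within groups. Stage could not be separated from table. The share of PC1 moved most when all genes kept by the filter were used, to 61.5%.

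**Figure D2:**
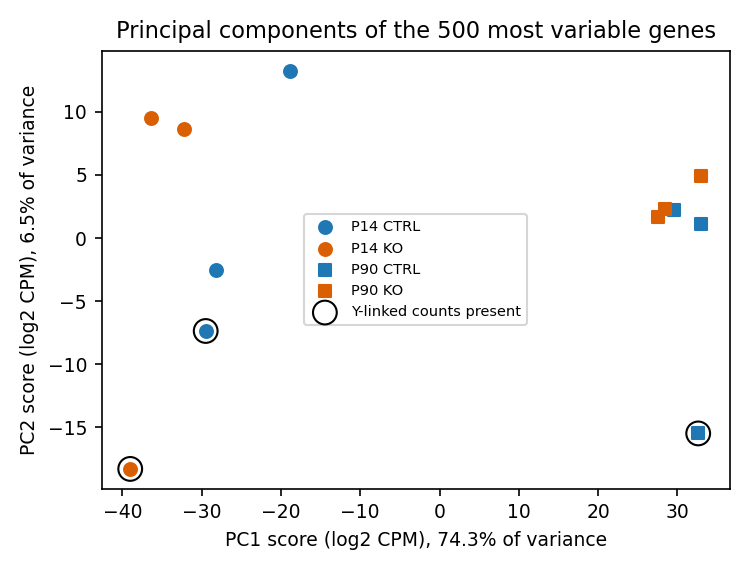
Scores on PC1 (horizontal axis) and PC2 (vertical axis), in log2 CPM units, for the 12 samples, with colour for genotype, shape for stage and a ring for samples with Y-linked counts. PC1 (74.3% of variance) parts the stages, and the ringed samples have the lowest PC2 scores, from -18.3 to -7.37.

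To find genes that respond to Srf KO at each stage, KO was compared with CTRL. In neonatal KO, 1078 of 12546 genes tested had an adjusted p-value under 0.05 by edgeR, with 577 down-regulated and 501 up-regulated. In adult KO, 46 of 11808 genes did, with 18 down-regulated and 28 up-regulated. The adult count depended heavily on the test. DESeq2, which the study used, called 1787 genes in neonatal KO (1000 down-regulated, 787 up-regulated) and 312 in adult KO (164 down-regulated, 148 up-regulated). With the replicate number as a block, edgeR called 1529 genes in neonatal KO (812 down-regulated, 717 up-regulated) and 655 in adult KO (340 down-regulated, 315 up-regulated). The pairing was not unique in neonatal samples, since pairing KO replicates 1 and 2 with CTRL replicates 2 and 1 gave 1508 genes, and deviations from the group means correlated at a mean of 0.249 in that pairing and 0.231 between same-numbered samples. The adult count moved most in a fit of all 12 samples, to 3 genes, and without the filter on low counts, to 701. The neonatal count was 23.4 times the adult count by edgeR, 5.73 times by DESeq2 and 2.33 times with the replicate block. All 46 adult genes were also among those called by DESeq2 and with the block, and 1077 and 1047 of the 1078 neonatal genes were.

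**Figure D3:**
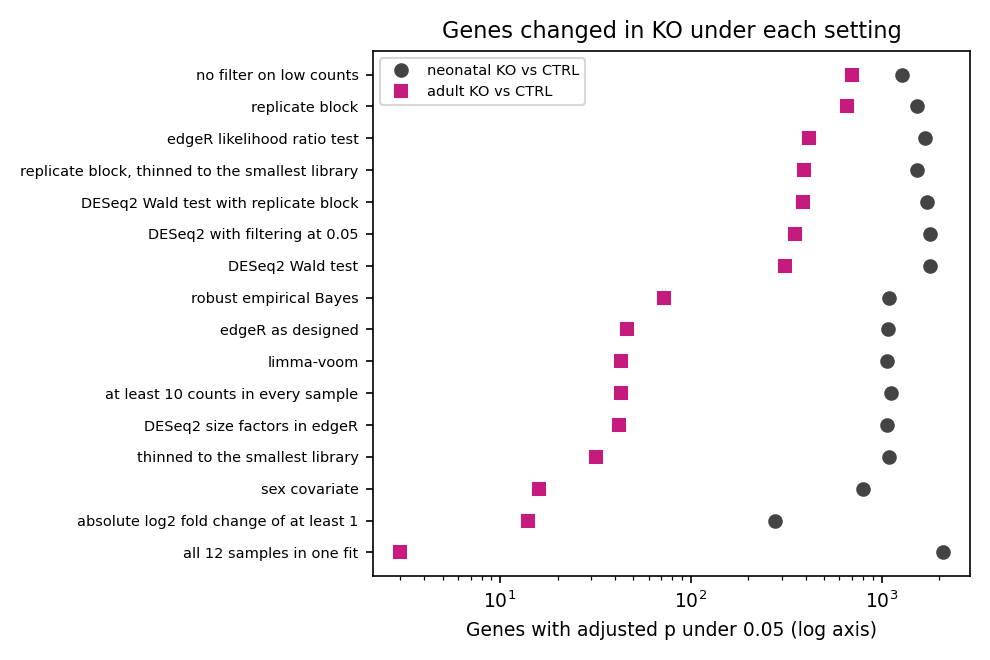
Number of genes with an adjusted p-value under 0.05 (horizontal log axis) in neonatal KO (circles) and adult KO (squares) under each of 16 settings (vertical axis, ordered by the adult count). The adult count runs from 3 to 701 genes and the neonatal count from 275 to 2088.

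The genes with the largest changes were then listed by the rule fixed in advance, which 1009 neonatal and 44 adult genes met. In neonatal KO, Ces1d (chromosome 8, 93166072 to 93197804) fell from 21.3 ± 7.50 to 2.65 ± 1.09 CPM (SD, n = 3), a log2 fold change of -3.01 ± 0.35 (SE, edgeR adjusted p-value 0.00575). Rtn4r and 2310002L09Rik had log2 fold changes of -2.52 and -1.97. Bcr (chromosome 10, 75060896 to 75184923) rose from 1.88 ± 0.43 to 15.6 ± 1.40 CPM (SD, n = 3), a log2 fold change of 3.04 ± 0.22 (SE, edgeR adjusted p-value 0.00170), followed by Mmp23 at 3.02 and Inhba at 3.01. In adult KO, Srf fell most, followed by Pdlim7 with a log2 fold change of -1.08 and Gm14420, which had 50.1% of its CTRL mean. Itgb1bp3 (chromosome 10, 81198170 to 81202037) rose from 17.9 ± 2.85 to 139.6 ± 11.6 CPM (SD, n = 3), a log2 fold change of 2.97 ± 0.13 (SE, edgeR adjusted p-value 1.40e-06), and it was past the threshold in all 17 fits. Hspa1b and Apold1 rose by log2 fold changes of 1.90 and 1.54, and were past the threshold in 9 and 12 of 17 fits. Hspa1b has a near-identical neighbouring copy, so its count is uncertain.

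Whether the KO effect differs between the neonatal and adult models was tested directly. The models differ in the time from virus to collection as well as in age, so a difference cannot be credited to age alone. The interaction was past the threshold in 228 of 12841 genes by edgeR, of which 123 had a lower and 105 a higher KO effect at P14 than at P90. With the replicate block it was 687 genes, and DESeq2 called 894. Leaving out one sample gave between 4 and 377 genes. Among 38 named genes the interaction passed the threshold for 8. Among these, Tnni3 fell in neonatal KO (log2 fold change -0.53, edgeR adjusted p-value 0.0698) and rose in adult KO (0.34, edgeR adjusted p-value 0.175). Neither change passed the threshold alone by edgeR. By DESeq2 the neonatal fall passed it (adjusted p-value 0.00933) and the adult rise did not (0.0891). Between CTRL P90 and CTRL P14, edgeR called 3607 of 12294 genes, 1828 lower and 1779 higher at P90, and 3139 genes with the replicate block.

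Shared and stage-specific changes were compared over the 11636 genes tested in both fits. By edgeR, 573 genes were down-regulated in neonatal KO, 18 in adult KO and 7 in both, where 0.886 would be expected if the lists were independent (one-sided Fisher's exact test across genes, p = 1.34e-05; genes are not independent replicates). These 7 genes were Actc1, Actg1, Ckm, Fv1, Kbtbd12, Kcnip2 and Ppm1k, most of them named after their values were seen, and they were 1.20% of the 584 genes down-regulated at either stage. The number rose to 69 with DESeq2 and 77 with the replicate block, which were 6.30% and 7.24% of the genes down-regulated at either stage. Across the 1077 genes called at either stage, fold changes at the 2 stages correlated with r = 0.558 (Spearman rho 0.580), and 72.6% had the same sign. Across all 11636 genes r was 0.275, and with DESeq2 fold changes and calls it was 0.427. These are correlations across genes and have no p-value.

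**Figure D4:**
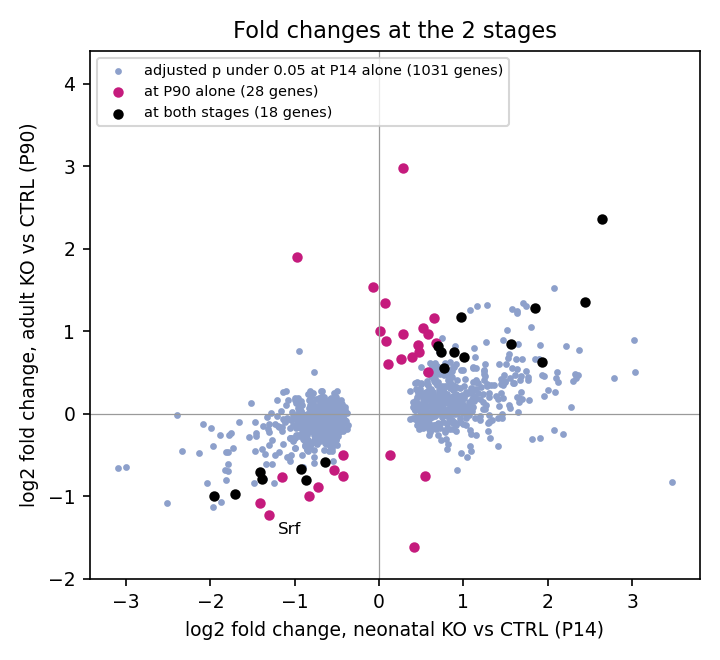
log2 fold change in neonatal KO (horizontal axis) against adult KO (vertical axis) for the 1077 genes with an adjusted p-value under 0.05 at either stage by edgeR, coloured by the stage at which they passed. Same-sign changes make up 72.6% of the genes, and Srf lies at -1.30 and -1.23.

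The switch between immature and mature myofibrillar isoforms was examined with the index. At P14 it was -9.09 ± 0.17 in CTRL and -6.61 ± 0.66 in KO (SD, n = 3), a difference of 2.49 with all KO samples above all CTRL samples (exact permutation test, two-sided, p = 0.1, the smallest possible). At P90 it was -9.04 ± 0.38 in CTRL and -8.66 ± 0.56 in KO (SD, n = 3), a difference of 0.38 within the spread of the samples (exact permutation test, p = 0.4). The difference between the stages was 2.10. With genotype permuted within each stage, an exact permutation test gave p = 0.09. This tests for no KO effect at either stage, so it does not test whether the effects at the 2 stages differ. Paired by replicate number, without a test, the neonatal difference was 2.49 ± 0.49 and the adult one 0.38 ± 0.86 (SD, n = 3). By pair, the neonatal Tnni1/Tnni3 and Myl4/Myl3 ratios rose by 3.25 and 2.77 on the log2 scale without overlap between groups. Myh7/Myh6 and Myl7/Myl2 rose by 1.83 and 2.09 and overlapped. At P14, Myl7 had means of 0.99 CPM in CTRL and 11.8 CPM in KO, and Myl4 of 4.16 and 13.3 CPM. Myl2 and Myl3 had means of 5465 and 11500 CPM in CTRL, and 4541 and 4540 CPM in KO. The immature gene of these 2 pairs thus stayed scarce, and the 1 added to CPM weighs on the ratios. In edgeR's test of single genes, the neonatal KO changes in Tnni1 (log2 fold change 2.72), Myl4 (1.67), Myl3 (-1.34) and Myh6 (-0.65) passed the threshold, and those in Myh7, Myl7, Tnni3 and Myl2 did not. Myh7 and Myl7 passed it with the replicate block and Myh6 did not. By DESeq2, neonatal Tnni3 passed (adjusted p-value 0.00933), and Myh7, Myl7 and Myl2 did not. In adult KO, Myh7/Myh6 rose by 1.21 with all KO samples above all CTRL samples (exact permutation test, p = 0.1, the smallest possible). Tnni1/Tnni3, Myl7/Myl2 and Myl4/Myl3 changed by -0.36, -0.17 and 0.85 and overlapped. Tnni1 was below the filter on low counts in adult samples, so the adult Tnni1/Tnni3 ratio mainly follows Tnni3. Without this pair the adult index difference was 0.632. Adult Myh7 (log2 fold change 0.83) and Myh6 (-0.44) did not pass the threshold by edgeR. They passed it with the replicate block (adjusted p-values 0.00195 and 0.0131), as did adult Myl3. By DESeq2, adult Myh6 and Myl3 passed (adjusted p-values 0.00332 and 0.000496) and Myh7 did not (0.176). In CTRL, the index did not fall from P14 to P90. Myl7 and Myl4 were higher in CTRL P90 than in CTRL P14 (log2 fold changes 4.87 and 2.41 by edgeR). Tnni1 was lower (-7.66), and the decrease of Myh7 (-0.73) did not pass the threshold. The index is thus not a plain measure of age between the stages.

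Genes that the study discusses were then examined as a list of sarcomere, mitochondrial and calcium-handling genes, the isoform pairs, 2 stress markers and Srf itself. In neonatal KO, 25 of 69 genes tested were past the threshold (19 down-regulated, 6 up-regulated), 36 when adjusted over the list alone and 31 with the replicate block. In adult KO, 5 of 67 were (4 down-regulated, Srf among them, and 1 up-regulated), 25 over the list alone and 21 with the replicate block. Actc1 was down-regulated at both stages, by log2 fold changes of -1.39 and -0.79. Csrp3 rose in neonatal KO (0.57), and the rises of Actn2 and Tcap did not pass the threshold by edgeR. By DESeq2, Tcap passed as higher in neonatal and adult KO (adjusted p-values 0.0205 and 0.00238), and Csrp3 passed in adult KO as well (0.0228). Actn2 passed at neither stage by DESeq2 (0.0835 and 0.406). Of 7 mitochondrial genes, Ppargc1b, Rxrg, Mfn1, Opa1, Tfam and Tfb1m were down-regulated in neonatal KO, with log2 fold changes from -1.47 to -0.45, and Mfn2 was not past the threshold (adjusted p-value 0.0522 by edgeR). With the replicate block Mfn2 passed (adjusted p-value 0.0426) and Tfam did not (0.0526), and with DESeq2 all 7 passed. Tfb1m shares exon positions with Tiam2, so its count is uncertain. All 7 also had negative fold changes in adult KO, with 0 past the threshold by edgeR and with the block, and Opa1 past it by DESeq2 (adjusted p-value 0.0479). Atp2a2 fell in neonatal KO (-0.62), Cacna1c and Hcn4 rose (0.59 and 1.09), and Slc8a1 fell in adult KO (-0.75). Neonatal Slc8a1 (-0.43) and Ryr2 (-0.42) did not pass by edgeR (adjusted p-values 0.0743 and 0.146), and Slc8a1 passed by DESeq2 (0.0272). Adult Ryr2 (-0.68) did not pass by edgeR (adjusted p-value 0.0627) and passed with the replicate block (0.000714) and by DESeq2 (0.000512). The stress markers Nppa and Nppb were not past the threshold at either stage by edgeR. With the replicate block, neonatal Nppa passed it as higher (log2 fold change 1.75, adjusted p-value 0.0308). Adult Nppb passed it as lower with the block (-0.52, adjusted p-value 0.0118) and by DESeq2 (-0.55, adjusted p-value 0.0384). Atp2a2 did not pass with the block (adjusted p-value 0.0592).

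Gene sets were compared to summarise mitochondrial and translation genes. In neonatal KO, all 6 sets had negative medians and an adjusted p-value under 0.05 by camera. The median log2 fold change was -0.65 for 84 nuclear genes of oxidative phosphorylation (80 lower), -0.54 for 76 mitochondrial ribosomal protein genes (76 lower), -0.62 for fatty acid oxidation, -0.67 for the tricarboxylic acid cycle, -0.24 for glycolysis and -0.18 for 77 cytosolic ribosomal protein genes. In adult KO, 4 sets passed, all with positive medians: 0.38 for cytosolic ribosomal protein genes (77 of 77 higher), 0.15 for oxidative phosphorylation, 0.11 for mitochondrial ribosomal proteins and 0.13 for glycolysis. With the replicate block the same 6 and 4 sets passed, with medians of -0.62 for neonatal oxidative phosphorylation and 0.38 for adult cytosolic ribosomal protein genes. Camera's p-values rest on the inter-gene correlation of 0.01, and with the correlation estimated for each set 0 sets passed at either stage. Other splits of the 6 samples of a stage, each of which keeps 1/3 of the KO effect, passed for 1 to 6 sets at P14 and 1 to 5 at P90. By size, the neonatal medians other than that of the cytosolic ribosomal proteins exceeded those of all 9 other splits, and no adult median did. Among the 4 splits that part every same-numbered pair, the adult medians of cytosolic ribosomal proteins, fatty acid oxidation and glycolysis were the largest. With the replicate block, 29 of 77 cytosolic ribosomal protein genes were called higher in adult KO, against 0 without it (52 at an unadjusted p-value under 0.05). Correction for gene length turned the adult median of oxidative phosphorylation to -0.07 and of mitochondrial ribosomal proteins to -0.05, so the direction of these sets in adult KO depended on that correction. After it, 5 sets passed in neonatal KO, without the cytosolic ribosomal proteins (median -0.015), and 3 in adult KO: cytosolic ribosomal proteins as higher, and oxidative phosphorylation and the tricarboxylic acid cycle (median -0.13) as lower, the last beyond all 9 other splits corrected in the same way (at most 0.071).

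**Figure D5:**
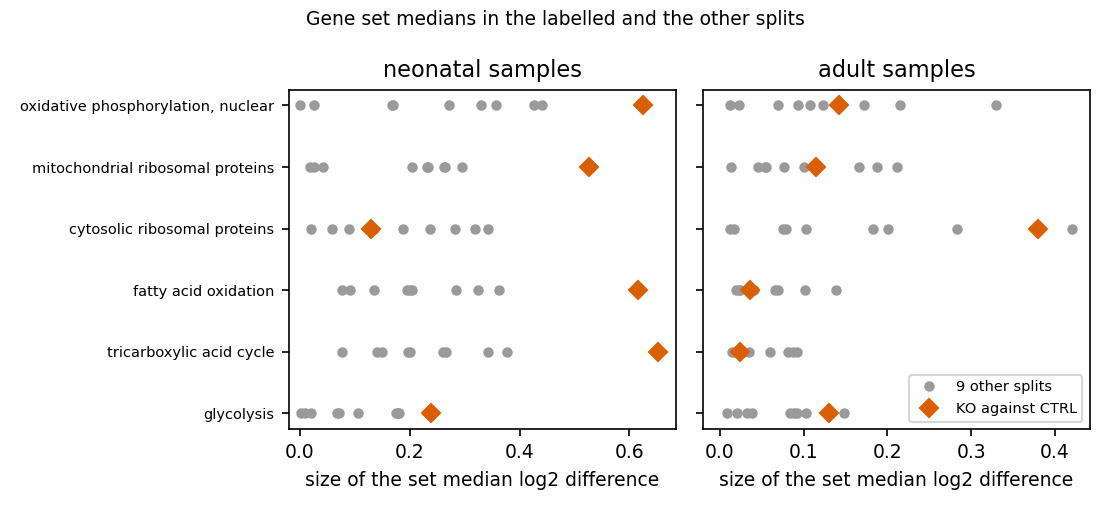
Size of the median difference in log2 CPM (horizontal axis) of 6 gene sets (vertical axis) between KO and CTRL (diamonds) and between the sides of the 9 other splits of the same 6 samples (circles), at P14 (left) and P90 (right). For neonatal oxidative phosphorylation the labelled median, 0.624 in size, lies beyond the largest other split at 0.440, and for adult oxidative phosphorylation it lies among the other splits, which reach 0.330.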

Values the study reported

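At an adjusted P value below 0.05, the study counted 999 genes as lower and 787 as higher in KO CMs of the neonatal model. For the adult model it counted 164 as lower and 148 as higher. It gave a correlation of r = 0.426 between the stages over differentially expressed genes, and counted 68 genes down-regulated in both models, or 6.2% of all down-regulated genes. It gave Srf depletion as about 60% in KO CMs. By immunostaining, it found that most fluorescent CMs of KO animals lacked the SRF protein. It put the weaker depletion in sorted CMs down, as likely, to imperfect sorting of large cells.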

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

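The results here, other than the stress-response genes, were set apart because the KO effect differed between the stages in an interaction test. Of the tests below, that of isolation stress was chosen only after the result was seen. The GC content correction and the splits of length-corrected libraries were also chosen after seeing the data. Among 38 named genes, the interaction passed the threshold by edgeR for 8. The neonatal minus adult difference in log2 fold change was -0.85 for Tnni3, -1.36 for Rxrg, 0.85 for Cacna1c, 1.55 for Hcn4, -2.35 for Ces1d, 2.54 for Bcr, 2.13 for Mmp23 and -2.67 for Itgb1bp3. Ces1d, Bcr, Mmp23 and Itgb1bp3 had been picked for a large change at one stage, which favours a difference, so for them the interaction test is not an independent check.

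The interaction count as a whole was not larger than other splits can give. Of 32 splits that swap genotype within same-numbered pairs, 6 gave at least the 228 genes of the labelled split, that one included. The other 5 each kept the neonatal labels and swapped genotype in adult pairs alone, and swapping all adult pairs gave 1534 genes. Further splits of this kind, each swapping 1 adult pair, gave 78 and 153 genes, fewer than the labelled split. Those splits keep the neonatal KO effect in the contrast, and the last one adds the adult effect to it, so they are not free of genotype. Every split that swapped a neonatal pair gave 0 genes. In these splits the count therefore rests on the neonatal labels, and this test does not show that the adult labels add to it. Leaving out 1 sample, by contrast, gave 44 to 377 genes for P14 samples and as few as 4 for P90 samples. The count thus also depends on the adult samples. A difference between the tables that acts alike on KO and CTRL cancels in the interaction, while one that acts on them differently would not. The longer time from virus to collection in the adult model need not cancel either.

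The same test set apart all 6 gene sets. The median of the neonatal minus adult difference was -0.76 for oxidative phosphorylation, -0.63 for mitochondrial ribosomal proteins, -0.59 for cytosolic ribosomal proteins, -0.64 for fatty acid oxidation, -0.66 for the tricarboxylic acid cycle and -0.36 for glycolysis. Camera passed as many sets in 2 of the 4 splits that part every same-numbered pair, at P14 as at P90, the labelled split included, and 4 splits cannot give a share under 0.05. Each wrong split keeps 1/3 of the KO effect, so it is not free of genotype, and its passing does not show that camera passes sets without one. At P14, the median of oxidative phosphorylation genes was larger in size than in all 9 other splits, and the same held for mitochondrial ribosomal proteins, fatty acid oxidation, the tricarboxylic acid cycle and glycolysis. For cytosolic ribosomal proteins 3 of the 4 splits that part every same-numbered pair were as large.

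Gene length was tested because oxidative phosphorylation genes are short (median exon length 686.5 bp against 2928 bp for all genes tested). After each library was corrected for gene length, their neonatal median in log2 CPM went from -0.624 to -0.498, still larger in size than in all 9 other splits corrected in the same way, where it reached 0.337 (splits added after seeing the data). Gene length may thus account for part of the neonatal decrease and did not explain all of it. Correction for GC content, an alternative chosen after seeing the data, hardly moved the median (-0.635), since the set has a median GC content of 50.3% against 49.7% for all genes, so it does not test whether GC content plays a part. The adult increase of cytosolic ribosomal protein genes shrank from a median of 0.380 in log2 CPM to 0.177 after the length correction, so length may account for part of it. Among the 4 splits that part every same-numbered pair, the labelled one alone was as large, with and without the correction, and 4 splits cannot give a share under 0.05. Of the 6 splits that keep some same-numbered samples together, 1 was larger (0.421, and 0.186 after the correction). The increase thus cannot be told apart from differences between samples, although 29 of 77 of these genes passed the threshold one by one with the replicate block.

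Stress-response genes were higher in adult KO, Hspa1b among them, and were examined although the interaction did not pass the threshold for Hspa1b (adjusted p-value 0.103) and was not tested for the score below. A score of 22 genes known to respond to tissue dissociation was 4.68 to 5.08 log2 CPM in adult CTRL and 5.58 to 6.11 in adult KO, with no overlap (difference 0.944, exact permutation test, two-sided, p = 0.1, the smallest possible), whereas the neonatal difference was 0.217 (exact permutation test, p = 0.3). The range among adult CTRL samples was 0.424 times the difference between groups. With 3 samples per group that does not exclude differences between animals, and isolating the KO cells apart from the CTRL cells would look the same, so the pattern cannot be told apart from a difference in cell isolation.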

How the results depend on the processing

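Under all alternatives run other than leaving out samples, the age difference in CTRL gave from 3139 to 3884 genes, the neonatal isoform index difference was 2.23 to 2.70, and Srf was lower in KO at both stages. The adult index difference stayed positive but went from 0.109 without Myh7/Myh6 to 0.632 without Tnni1/Tnni3. The study list in neonatal KO gave 25 to 35 genes, and 36 when adjusted over the list alone. The cause was not tested where a result changed, unless stated.

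The neonatal count of 1078 genes became 1787 with DESeq2, 2088 in a fit of all 12 samples, 275 with an absolute log2 fold change of at least 1, and, among alternatives chosen after seeing the data, 1736 with DESeq2 and the replicate block, 1787 with DESeq2 filtering at 0.05 and 1696 with edgeR's likelihood ratio test. With the replicate block alone it was 1529. The 6 fits that each left out one sample gave from 111 to 1004 genes, and those without a KO sample gave at most 202. The down-regulated share of neonatal calls was 53.5% by edgeR, and 52.0% to 57.4% without a CTRL sample. It fell to 39.1%, 18.9% and 30.9% without KO replicate 1, 2 and 3, so most calls there were up-regulated. The adult count of 46 became 701 without a filter on low counts, 312 with DESeq2, 655 with the replicate block, 3 in a fit of all 12 samples, 72 with robust empirical Bayes and 14 with an absolute log2 fold change of at least 1. Among alternatives chosen after seeing the data it was 16 with a covariate for sex, 392 with the replicate block and thinned libraries, 386 with DESeq2 and the replicate block, 352 with DESeq2 filtering at 0.05 and 418 with the likelihood ratio test. Leaving out one sample gave from 6 to 51 genes. The down-regulated share of adult calls was 39.1% by edgeR, 52.6% by DESeq2 and 51.9% with the block. Under all these fits, 0 of the 1078 or 46 genes changed sign where they were tested.

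The interaction count of 228 became 474 without a filter, 894 with DESeq2 and 687 with the replicate block, and 4 to 377 when one sample was left out. The age difference ranged from 2067 to 4768 genes when one sample was left out. Neonatal Srf passed the threshold without a filter (log2 fold change -1.30), with DESeq2 (-1.30), with the replicate block (-1.44), with limma-voom (-1.47), in a fit of all 12 samples (-1.30) and, chosen after seeing the data, with the likelihood ratio test (-1.30). Leaving out samples gave -1.60 to -0.92, and it passed without P14 KO replicate 3 (-0.92, adjusted p-value 0.0474). Adult Srf lost the threshold in the fit of all 12 samples (-1.24) alone, and leaving out samples gave -1.34 to -1.12.

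The 7 genes lower at both stages became 69 with DESeq2, 77 with the replicate block, 48 at an adjusted p-value under 0.1 and 0 at 0.01, where 1910 adult genes have an unadjusted p-value under 0.05. The correlation of 0.558 became 0.275 over all genes, 0.427 with DESeq2 and 0.411 with the replicate block, and 0.427 to 0.627 without one sample, the latter 2 alternatives chosen after seeing the data. The study list in adult KO rose from 5 to 16 with DESeq2 and, chosen afterwards, to 21 with the replicate block. The share of PC1 became 61.5% with all genes, 66.9% with a prior count of 0.5, 79.2% with DESeq2's variance stabilizing transformation, and 73.0% to 77.2% without one sample, the last chosen after seeing the data.

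With the inter-gene correlation estimated for each set, 0 gene sets passed in neonatal KO and 0 in adult KO, against 6 and 4; leaving out samples gave 4 to 6 and 1 to 4. Leaving out samples gave isoform index differences of 2.17 to 2.83 and 0.103 to 0.668. The gene length correction reversed adult oxidative phosphorylation to -0.0705, mitochondrial ribosomal proteins to -0.0543 and fatty acid oxidation to -0.0408, with the same medians under the replicate block. After it adult oxidative phosphorylation passed as lower (adjusted p-value 0.00334), the adult tricarboxylic acid cycle did so too (-0.132), adult mitochondrial ribosomal proteins (adjusted p-value 0.118) and glycolysis (0.0914) no longer passed, and nor did the neonatal cytosolic ribosomal set (-0.0148, adjusted p-value 0.863). Adult glycolysis also lost the threshold after the GC content correction (0.0709), chosen after seeing the data. Neonatal Nppb, at 0.0331, was -0.000723 with the replicate block and -0.000460 with limma-voom. Leaving out one sample reversed the direction in some fits for neonatal Nppb (-0.255 to 0.409), Hspa1b (-1.62 to 0.430) and Apold1 (-0.334 to 0.217), adult Myl7 (-0.758 to 0.756), Myl4 (-0.560 to 0.985), Tfb1m (-0.201 to 0.0633) and Nppa (-0.558 to 0.702), the neonatal cytosolic ribosomal set (-0.350 to 0.0271) and the adult tricarboxylic acid cycle set (-0.0757 to 0.0215). Of 1151 comparisons of named genes with an alternative, 87 were weaker and 80 stronger, and of 168 for single gene sets, 25 were weaker and 2 stronger.

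The alternative without mitochondrially encoded genes was not run, since 0 of the tables' genes lie on the mitochondrial chromosome. Thinning all libraries to the smallest gave 1098 neonatal and 32 adult genes, so depth limited neither count by more than 1.5 times in the fit without a block. With the replicate block, thinning took the adult count from 655 to 392.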

Other observations

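Of the tests below, those of sex, of residual Srf and of fibroblast markers by sample were chosen only after the result was seen. Gene counts were compared with other splits of the same 6 samples. Among the 4 splits that part every same-numbered pair, 1 gave as many genes as the labelled one, the labelled split itself, in neonatal KO, in adult KO and between CTRL P90 and CTRL P14. The 3 others gave 0 genes by edgeR in each comparison, and the 6 splits that keep some same-numbered samples together gave at most 1 neonatal and 13 adult genes. Each wrong split of KO against CTRL keeps 1/3 of the KO effect and adds the rest to the spread within its sides, so it is not free of genotype. With 4 splits the share cannot fall under 0.05, so chance cannot be excluded by this test.

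The larger neonatal than adult count was not removed by the technical differences tested. The ratio of neonatal to adult calls was 34.3 after thinning all libraries to the smallest total and 49.6 with a covariate for Y-linked expression. It was 23.4 by edgeR, 1.83 without a filter on low counts and 696 in a fit of all 12 samples, where 3 adult genes were called. With the replicate block and thinned libraries it was 3.92. The direction thus held in all 16 settings and the size did not. The direction cannot be told apart from a difference between the tables or in the time from virus to collection. Since adult KO had 0 samples with Y-linked counts, the covariate there rests on a single CTRL sample.

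The number of adult genes by DESeq2, 312 against 46 by edgeR, could come from false calls by DESeq2. On simulated adult counts 8.87% of DESeq2 calls were false in the design run first and 13.7% in the design added after its result was seen. For edgeR the shares were 7.27% and 5.73%, so both tools exceeded 5%. The simulation changed 200 of 11808 genes kept by filterByExpr, whereas DESeq2 was run on the data without that filter (19496 adult genes). These shares thus do not give the number of false calls among the 312. The tools recovered similar shares of the changed genes, 89.3% and 83.9% for edgeR and 88.4% and 87.4% for DESeq2, but all simulated changes were 2- or 4-fold, whereas 88.8% of the 312 genes changed by less than 2-fold, a size at which recovery was not simulated. Within edgeR, the likelihood ratio test, chosen after seeing the data, called 418 genes, so the count depends on the test within one tool as well. The 9 wrong splits of the adult samples gave a median of 1 gene by DESeq2 and at most 160. These results do not decide between the tools, and neither adult count can be taken as the right one. DESeq2, which the study used, gave values equal or close to those quoted from the study above. It called 1000 genes down- and 787 up-regulated in neonatal KO, and 164 and 148 in adult KO. By DESeq2, 69 genes were down-regulated at both stages, and the correlation between the stages was 0.427. The edgeR values differ from those of the study as follows. The number of genes down-regulated in neonatal KO was 577 by edgeR. That is lower than the value quoted from the study above. The number up-regulated in neonatal KO was 501 by edgeR. That is lower than the value quoted from the study above. The numbers down- and up-regulated in adult KO were 18 and 28 by edgeR. Both are lower than the values quoted from the study above. The number of genes down-regulated at both stages was 7 by edgeR, or 1.20%. Both are lower than the values quoted from the study above. Both are limited by the 18 genes down-regulated in adult KO by edgeR, so they do not show less sharing. Of these 18 genes 7 were shared, against 69 of 164 by DESeq2. The correlation between the stages over genes called at either stage was 0.558 by edgeR. That is higher than the value quoted from the study above.

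The rise in calls with the replicate block may come from same-numbered animals being handled together. In adult samples the labelled matching of KO to CTRL numbers gave 2.19 times as many genes as the best of the 5 other matchings, as this would predict, although another matching (KO replicates 2 and 3 with CTRL replicates 3 and 2) had a higher mean correlation, 0.135 against 0.109. In neonatal samples the labelled matching gave 1.01 times as many as the best other one, so there the numbers cannot be told apart from that matching.

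Genes near Srf were examined, since floxed and wild-type chromosomes could carry other linked alleles. Within 10 Mb of Srf, 24.1% of 112 genes had an unadjusted p-value under 0.05 in neonatal KO, against 25.6% elsewhere, and 36.5% of 137 other windows had a lower share. In adult KO the shares were 14.0% and 16.2%. Fold changes at the stages correlated at 0.332 near Srf and 0.274 elsewhere. Changed genes were thus not in excess near Srf.

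The rise of immature isoforms in neonatal KO may in part reflect atrial cells. Myl7 and Myl4 are also atrial genes, and 6 other atrial genes rose by a mean log2 fold change of 1.49, which was 57.4% of the mean of Myl7 and Myl4, although 0 of the 6 passed the threshold and 4 rose. Of the pairs that are not atrial, Myh7/Myh6 and Tnni1/Tnni3, 1 pair (Tnni1/Tnni3) had all KO samples above all CTRL samples. Atrial cells do not account for the rise of the index as a whole. In P14 KO replicate 3, Myl7/Myl2 was -12.01, within the CTRL range (-12.05 to -10.95), while its index was -7.30 against at most -8.95 in CTRL. Myl3 fell from 11500 to 4540 CPM in KO, where Myl7 had a mean of 11.8 CPM. For the rise of Myl7 itself, atrial cells remain a candidate explanation.

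Xist, expressed from the inactive X chromosome, was lower at P90 in samples with no Y-linked counts. Scaled to total counts without TMM factors, it was 81.7 to 114.4 CPM in 4 P14 samples and 11.7 to 23.4 CPM in 5 P90 samples, of both genotypes, a log2 difference of -2.60. Other nuclear long non-coding RNAs fell by a mean log2 difference of -1.06 and markers of endothelial, fibroblast and leukocyte cells by -0.683, both short of the 50% of the Xist difference set as the criterion. The 5 fibroblast markers alone had a mean log2 difference of -1.46, or 56.2%, past the criterion, while the endothelial ones had one of -0.583 and the leukocyte ones hardly changed, and 1 of 4 nuclear RNAs (Kcnq1ot1, -1.88) was past it. Whether Xist followed the fibroblast markers was examined in 1 pair of samples and over the 4 P14 samples. P14 CTRL replicate 2, with the fewest fibroblast transcripts at P14, and P90 CTRL replicate 2, with the most at P90, differed by -0.210 in the mean log2 of these markers and by -1.76 in Xist. Among the samples compared, these also had the lowest Xist at P14 (6.37 on the log2 scale) and the highest at P90 (4.61). Over the 4 P14 samples, the mean log2 of the markers ranged over 1.75 and Xist over 0.482. The markers were highest in P14 KO replicate 2 (5.34, Xist 6.47), and Xist in P14 KO replicate 1 (6.85, markers 4.65). Fewer fibroblasts may account for part of the difference, and these few samples cannot show how much. Less nuclear RNA may also contribute. A difference between the tables was not tested.

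KO fold changes were compared with the age difference in CTRL, P90 minus P14, across 12841 genes. In neonatal KO the correlation was -0.164, and with disjoint CTRL samples for the 2 differences it was -0.235 (-0.394 to -0.103 over the 3 choices). CTRL P14 is subtracted in both differences, which raises the correlation, so disjoint samples do not test why it is negative. A candidate explanation is that neonatal KO CMs resemble a younger stage for part of these genes, which cannot be told apart from a difference between the tables. In adult KO the correlation was -0.230 with shared samples and -0.0695 with disjoint ones (-0.140 to 0.027), so that negative correlation may come from the shared samples. These are correlations across genes, which are not independent replicates.

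P14 KO replicate 3, with the least Srf, lay farthest along the axis from CTRL to the other KO samples, at 1.16 times the projection of the next KO sample (0.900 against 0.777 and 0.712). One of 3 animals must lie farthest, and this one also had Y-linked counts, so a link to residual Srf cannot be told apart from chance or sex.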
